A study of Homo sapiens with 6 samples. Its data were reported in "Targeting of HIF2-driven cachexia in kidney cancer" (2025).

How the data were processed

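Polysome-seq was measured in 6 libraries of OSRC-2 cells, 3 treated with 2 µM PT2399 and 3 with vehicle for 72 h, and the groups were taken from the sample labels. The treatment label of the PT2399 libraries gives 2 mM, whereas the treatment protocol and the paper give 2 µM, which is the dose printed here. Per the labels and the paper's methods, lysates were separated on sucrose gradients, all fractions heavier than the monosome peak were pooled, and stranded total RNA libraries were made from the purified RNA and sequenced as paired ends. The submitters' processing notes name bcl2fastq 2.18, STAR 2.7.3a, Salmon (version not given in the sources used here), DESeq2 1.22.1 and the hg38 build. Whether counting used the strand is not given in the sources used here, so antisense and overlapping genes are uncertain, as are genes that share reads with near-identical copies.

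The deposited file is the authors' table of a DESeq2 comparison with 30345 rows and no columns of single libraries. Its mean normalized count over all 6 libraries is a signal made by the authors with DESeq2 size factors. Its log2 fold change and the standard error of that log2 value are the authors' unshrunken estimates for PT2399 over vehicle, and the deposited Wald score is their quotient. Its p-value and adjusted p-value are the authors' two-sided Wald test and Benjamini-Hochberg adjustment. The deposited adjusted p is empty for 14711 rows, which are those with a mean under 14.5 normalized counts, left out by the authors' independent filtering, and 4 rows with no p-value. The remaining 15634 rows are the tested genes. A total of 25 rows carry a calendar date in place of a gene symbol (19 tested, 4 called); they stay in the counts and are not named.

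The test fixed before the data were examined for a table of this kind was a description of the authors' statistics, because no value per library was at hand to refit. A gene was called at an adjusted p of at most 0.05, and also counted with an absolute log2 fold change of at least 1. Intervals of 95% are the log2 fold change ± 1.96 SE, and percent of vehicle is 2 raised to the log2 fold change, times 100. Since a gene with a lone read has a mean equal to the inverse of 6 times its library's size factor, the 6 size factors were read from the 6 values that recur in 1307 such genes, and the sign of the fold change gave the group; which replicate each belongs to is unknown. Total counts per library, a comparison of replicates and a search for batches were not possible without values per library.

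Competitive tests of 26 gene lists with at least 5 tested members, of 29 lists fixed before the data were examined, used cameraPR of limma 3.58.1 (R 4.3.3) on the Wald score, two-sided, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 26 lists. The correlation could not be estimated, which needs values per library, so preset values of 0.05 and 0.1 were added after seeing the data. At 0.05 and at 0.1, 10 of the 12 called lists passed, all but antigen presentation and renal tubule epithelium. A list of 13 mitochondrially encoded mRNAs was not analysed here. The same test was run on 1796 Gene Ontology (GO) terms of 15 to 300 tested genes, named in the deposited table. On statistics simulated for 15634 genes in 20 runs with 5 shifted lists, the test recovered 93% of shifted lists and called 1.19% of the others. The simulated scores were independent between genes, so these runs do not test the preset correlation. Some of the other lists share genes with shifted ones, so 1.19% is not a pure rate of false calls.

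The genes named follow a rule fixed before the data were examined: the genes the study singled out; the 10 largest rises and 10 largest falls among called genes with a symbol and a mean of at least 100 normalized counts; and from each list up to 4 called members with the smallest adjusted p and up to 2 uncalled members, the most abundant. Of 152 genes that the rule picks, 104 were called, and a few of them were not used here. BHLHE41, CCNE1, LRP2, SDHB, IL6, KLHL42, ERGIC2, TMTC1, the genes beside SDHA and the members of GO terms fall outside the rule and were chosen after their values were seen.

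Coordinates, gene types and neighbours are from RefSeq on GRCh38.p14, the build named for the authors' alignment, to which 21569 rows matched (17479 by Entrez ID, 3435 by symbol and 655 by an older symbol). GC content and length were taken from the longest GENCODE transcript and were known for 13471 tested genes (86.2%). The trend was removed as the median log2 fold change in bins of 10 GC classes by 5 length classes. On simulated fold changes of 13471 genes, this step kept a set decrease of 1.5 in 200 genes at 1.51. Analyses used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Alternatives tried were stricter thresholds, protein-coding genes only, adjustment over all p-values, other minimum means, list tests on ranks, on the log2 fold change, at other correlations, against 10000 random lists matched on mean count and without the genes the study singled out.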

Results

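Polysome sequencing (polysome-seq) reads the RNA of those sucrose gradient fractions that hold multiple ribosomes. Here it was applied to OSRC-2 cells (also written OS-RC-2), a VHL-deficient clear cell renal cell carcinoma (ccRCC) line. Cells received 2 µM PT2399 or vehicle for 72 h, with 3 libraries per group, each from its own biological replicate. PT2399 blocks HIF2, the hypoxia-inducible transcription factor whose alpha subunit is encoded by EPAS1 and which accumulates when the VHL protein is lost. The comparison asks which RNAs in the pooled polysome fractions depend on HIF2 activity in these cells. PTHLH, the gene for the secreted parathyroid hormone-related protein (PTHrP), is the gene of interest. The values are the authors' DESeq2 results for PT2399 over vehicle, so gene levels of single libraries were not used here and no spread of single libraries stands beside a fold change. Each error below is the deposited standard error (SE) of the log2 fold change, and each gene's adjusted p is from the authors' two-sided DESeq2 Wald test with Benjamini-Hochberg adjustment.

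Depth was known only in relative terms. The size factors behind the authors' deposited table, recovered from 1307 genes with a lone read, were 0.782, 0.990 and 1.10 for the PT2399 libraries and 0.900, 1.10 and 1.19 for the vehicle libraries. Precision followed abundance. The median SE was 0.45 for genes with a mean of 15 to 100 normalized counts, 0.14 from 100 to 1000, 0.07 from 1000 to 10000, and 0.05 above that, and the called share rose over the same ranges from 6.01% to 18.2%, 32.3% and 48.5%.

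PTHLH fell to 25.2% of its vehicle level in the pooled polysome fractions. In the authors' deposited table (ENSG00000087494) its log2 fold change was -1.99 (SE 0.06, 95% interval -2.11 to -1.86), at a mean of 2677.6 normalized counts and a Wald adjusted p of 7.1e-210. The gene lies on chromosome 12 between 27958084 and 27972733 (GRCh38), a protein-coding locus. As a set, its neighbours on the short arm of chromosome 12, a list of 20 genes, did not move with it. Of 16 tested neighbours in the authors' deposited table, 5 were higher, 3 were lower and 8 were not called, with the same counts adjusted over the list alone, a median log2 fold change of 0.04 and a cameraPR adjusted p of 0.498. CCDC91, the nearest tested neighbour on one side, fell by 0.51 (SE 0.09) on the log2 scale in the authors' deposited table. Farther out on that side ERGIC2 fell by 0.32 (SE 0.07), while TMTC1 at 0.79 (SE 0.41) was not called. KLHL42, the nearest tested neighbour on the other side, had -0.05 (SE 0.07) and was not called. SSPN rose by 0.81 (SE 0.15), RASSF8 by 0.29 (SE 0.06) and ITPR2, a calcium channel gene, by 0.44 (SE 0.10) in the same authors' deposited table, while PPFIBP1 at 0.01 (SE 0.04) and ARNTL2 at -0.10 (SE 0.06) were not called.

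**Figure D1:**
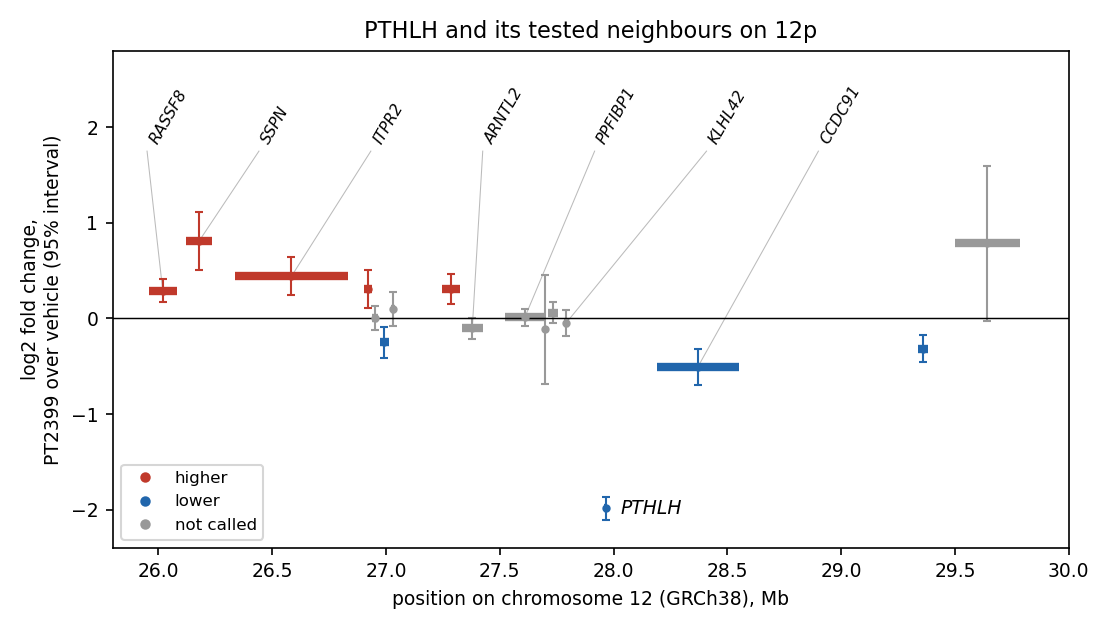
PTHLH and its 16 tested neighbours on chromosome 12, with position in Mb (GRCh38) on the horizontal axis and the log2 fold change of PT2399 over vehicle on the vertical axis. Thick bars span each gene, thin bars are 95% intervals and colours give the call (red higher, blue lower, grey not called); PTHLH lies at -1.99 while its neighbours lie between -0.51 and 0.81.

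Across the transcriptome, PT2399 was followed by changes in both directions. Of 15634 genes with an adjusted p in the authors' deposited table, 3594 (23.0%) passed an adjusted p of 0.05, 1766 higher and 1828 lower. Most changes were small: the median absolute log2 fold change of the called genes was 0.34, and 1174 of them (32.7%) changed by less than 1.2-fold. With the further limit of an absolute log2 fold change of 1, 320 genes remained, 147 higher and 173 lower. The median over all tested genes was 0.00, and over the 12219 genes with a mean of at least 100 it was 0.01. At an unadjusted p under 0.05 there were 5022 genes, where 781.7 would be expected by chance.

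**Figure D2:**
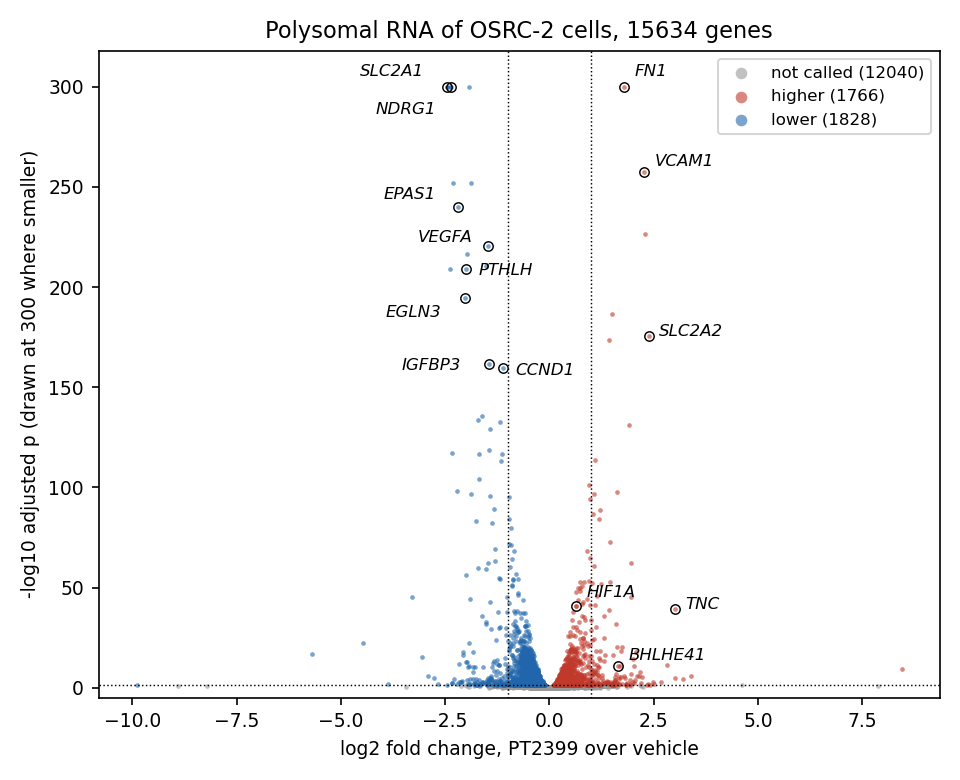
Volcano plot of 15634 tested genes, with the log2 fold change of PT2399 over vehicle on the horizontal axis and -log10 of the authors' adjusted p on the vertical axis, where values above 300 are drawn at 300. Red points are the 1766 higher genes, blue the 1828 lower and grey those not called; circles mark genes named in the text, with PTHLH, EPAS1, NDRG1 and SLC2A1 on the left and FN1, VCAM1, SLC2A2 and TNC on the right.

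Among genes with a mean of at least 100 normalized counts, the 10 largest falls included 3 transporter genes and the HIF target NDRG1, beside genes of other kinds. In the authors' deposited table SLC28A1, a sodium-coupled nucleoside transporter, fell by 3.30 (SE 0.23) on the log2 scale. SLC2A1, which encodes the glucose transporter GLUT1, fell by 2.45 (SE 0.06) in the authors' deposited table, IRS2, an insulin receptor substrate, fell by 2.45 (SE 0.06), and SLC7A5, the large neutral amino acid transporter, fell by 2.37 (SE 0.06), each with an adjusted p listed at 0. The rest of the 10 largest falls in the authors' deposited table were FSIP2 at -2.66 (SE 0.83), MTUS1 at -2.38 (SE 0.08), NDRG1 at -2.36 (SE 0.06), IGFBP5 at -2.34 (SE 0.10), C1QL1 at -2.31 (SE 0.07) and SEMA5B at -2.22 (SE 0.10). The 10 largest rises included 4 genes of adhesion and matrix. TNC, the matrix protein tenascin C, rose by 3.00 (SE 0.22) in the authors' deposited table, ITGB3, integrin beta 3, by 2.30 (SE 0.07), VCAM1, a cell adhesion molecule, by 2.27 (SE 0.07), and FN1, fibronectin, by 1.80 (SE 0.05). SLC2A2, which encodes the glucose transporter GLUT2, rose by 2.38 (SE 0.08) in the authors' deposited table, opposite in direction to SLC2A1. The others of the 10 largest rises there were HABP2 at 2.08 (SE 0.22), NEBL at 2.01 (SE 0.24), ACTBL2 at 1.97 (SE 0.13), FLJ22447 at 1.96 (SE 0.11) and SOX9, a developmental transcription factor, at 1.90 (SE 0.08). ACTBL2 resembles other actin genes, so reads in it are uncertain.

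HIF2 and VHL targets fell together. Of 21 tested genes of that list, 16 were lower, 1 was higher and 4 were not called (1 higher and 17 lower adjusted over the list alone), with a median log2 fold change of -1.16 and a cameraPR adjusted p of 6.5e-138. All 6 genes that the study singled out fell, which is not independent evidence because the study itself reported them as lowered by PT2399 in this line (0 higher and 6 lower adjusted over the list alone; median -1.73, cameraPR adjusted p = 2.7e-124). In the authors' deposited table these were NDRG1, EGLN3 at -2.02 (SE 0.07), PTHLH, VEGFA at -1.47 (SE 0.05), IGFBP3 at -1.46 (SE 0.05) and CCND1, encoding cyclin D1, at -1.11 (SE 0.04). Without those 6 genes the HIF2 and VHL list still passed (cameraPR adjusted p = 4.6e-55). BHLHE41, a transcriptional repressor, was the exception and rose by 1.64 (SE 0.23) in the authors' deposited table. HILPDA at -0.38 (SE 0.17) and LOX at -0.29 (SE 0.28) in the same authors' deposited table were not called.

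**Figure D3:**
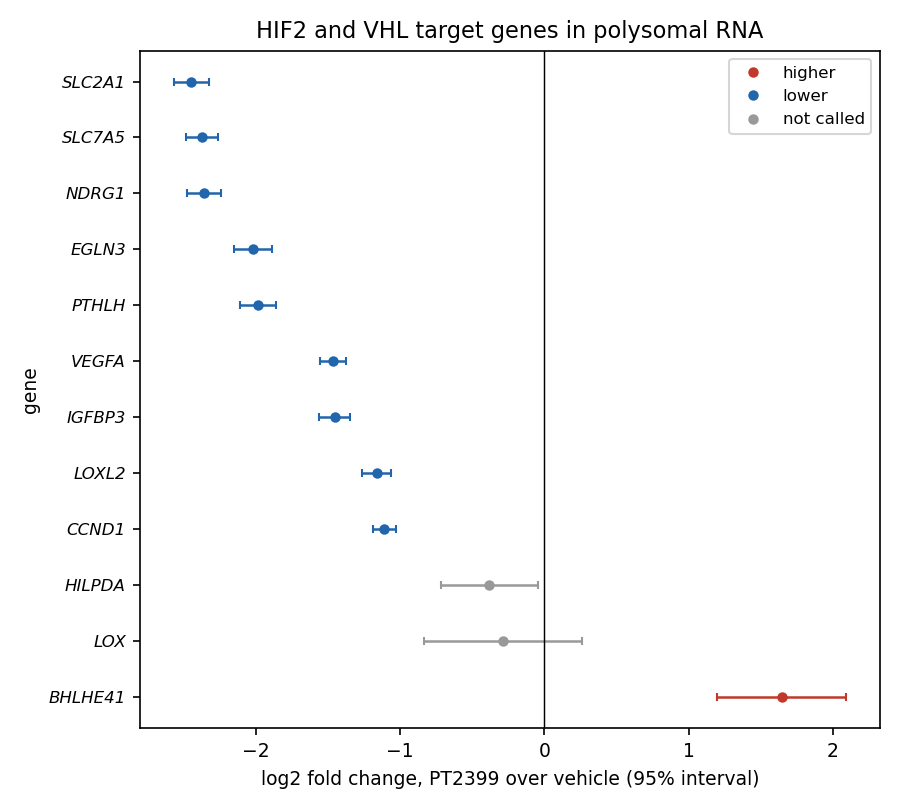
The 12 HIF2 and VHL target genes named in the text, with the log2 fold change of PT2399 over vehicle on the horizontal axis and a gene per line. Points are the authors' estimates, bars 95% intervals and colours the call; the genes called lower lie to the left of 0, with SLC2A1 at -2.45 the lowest, and BHLHE41 alone was called higher.

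The alpha subunits of HIF moved in opposite directions. EPAS1, the gene of the inhibited protein's alpha subunit (ENSG00000116016; chromosome 2, 46297407 to 46386697, GRCh38), fell to 21.9% of its vehicle level in the authors' deposited table, by 2.19 (SE 0.07) on the log2 scale with a Wald adjusted p of 8.7e-241. HIF1A rose by 0.63 (SE 0.05) in the authors' deposited table. Of 14 tested components of the HIF and VHL pathway, 1 was higher, 2 were lower (EPAS1 and EGLN3) and 11 were not called, the same adjusted over the list alone, and EGLN1 at 0.01 (SE 0.05) and EP300 at -0.06 (SE 0.05) in the authors' deposited table were not called. The list's cameraPR adjusted p was 6.9e-04 in the lower direction, while its median was 0.02 and its mean -0.24, and the call was lost without the genes the study singled out (adjusted p = 0.315).

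Hypoxia genes that prefer HIF1 and the genes of glycolysis split. Of 15 tested HIF1-preferring genes 4 were higher, 6 lower and 5 not called (4 and 6 adjusted over the list alone; median -0.06, cameraPR adjusted p = 0.110). DDIT4, an inhibitor of mTORC1 signalling, fell by 1.68 (SE 0.07) and CA9, a carbonic anhydrase, fell by 1.27 (SE 0.17) in the authors' deposited table, whereas BNIP3, a mitophagy receptor, rose by 0.56 (SE 0.06) and PFKFB4 rose by 0.74 (SE 0.13). EGLN1 and BNIP3L, the latter at 0.06 (SE 0.06) in the authors' deposited table, were not called. Of 21 tested genes of glycolysis and lactate export 6 were higher, 4 lower and 11 not called (7 and 6 adjusted over the list alone; median -0.02, cameraPR adjusted p = 0.105). Besides SLC2A1, LDHA fell by 0.51 (SE 0.04) and ENO2 fell by 0.66 (SE 0.07) in the authors' deposited table, while PGAM1 rose by 0.63 (SE 0.04). GAPDH at 0.07 (SE 0.04) and PKM at -0.09 (SE 0.05) in the authors' deposited table were not called.

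Among the secreted factors that the study assayed, the largest falls were those of PTHLH, VEGFA and IGFBP3. Of 10 tested secreted factors that the study assayed, 3 were higher, 5 lower and 2 not called (the same adjusted over the list alone, not independent evidence; median -0.17, cameraPR adjusted p = 6.9e-14), and the call was lost without PTHLH, IGFBP3 and VEGFA (adjusted p = 0.391, in the higher direction) and on ranks (adjusted p = 0.517). CXCL8, which encodes interleukin-8, rose by 0.67 (SE 0.08) in the authors' deposited table, and IGFBP4 at 0.17 (SE 0.09) and SFRP4 at -0.13 (SE 0.22) were not called. Of 12 tested tumour-secreted factors linked to cachexia 4 were higher, 3 lower and 5 not called, the same adjusted over the list alone (median 0.02, mean -0.11, cameraPR adjusted p = 0.0758 in the lower direction). After PTHLH and CXCL8 the clearest were LIF, which fell by 0.43 (SE 0.06), and INHBA, encoding activin A, which rose by 0.52 (SE 0.11) in the authors' deposited table. GDF15 and IL6, which the study names beside PTHLH, changed little in the authors' deposited table. GDF15 fell by 0.20 (SE 0.07, Wald adjusted p = 0.016). IL6 rose by 0.17 (SE 0.07, Wald adjusted p = 0.047), a call lost when p-values of all genes were adjusted together (adjusted p = 0.0906). TGFB1 at 0.04 (SE 0.08) and CCL2 at 0.01 (SE 0.10) in the authors' deposited table were not called.

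Genes of the cell cycle fell. All 20 tested mitosis genes were lower, also adjusted over the list alone, with a median log2 fold change of -0.57 (cameraPR adjusted p = 2.5e-27). In the authors' deposited table MKI67 fell by 0.75 (SE 0.05), TPX2 by 0.56 (SE 0.05), TOP2A by 0.50 (SE 0.04) and CENPF by 0.70 (SE 0.07). Of 22 genes of DNA replication and S phase 18 were lower, 1 was higher and 3 were not called (19 lower and 1 higher adjusted over the list alone; median -0.45, cameraPR adjusted p = 7.5e-13). RRM2, a subunit of ribonucleotide reductase, fell by 0.60 (SE 0.05) in the authors' deposited table, RRM1 by 0.63 (SE 0.07), TYMS by 0.53 (SE 0.06) and PCNA by 0.45 (SE 0.05). MCM3 at -0.11 (SE 0.06) and CCNE2 at -0.14 (SE 0.10) in the authors' deposited table were not called, and CCNE1, named because it alone rose in this list, had 0.32 (SE 0.11). Of 15 p53 targets 2 were higher, 3 lower and 10 not called, the same adjusted over the list alone (median -0.05, cameraPR adjusted p = 0.676). CDKN1A, the cell cycle inhibitor p21, rose by 0.25 (SE 0.05), TP53I3 rose by 0.41 (SE 0.13) and FAS fell by 0.31 (SE 0.06) in the authors' deposited table, and MDM2 at -0.05 (SE 0.04) and CCNG1 at -0.04 (SE 0.06) were not called.

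Genes of the integrated stress response, many of which serve amino acid synthesis and transport, were mostly lower. Of 20 tested, 14 were lower, 2 higher and 4 not called, the same adjusted over the list alone (median -0.21, cameraPR adjusted p = 1.4e-04). In the authors' deposited table TRIB3, a pseudokinase, fell by 1.33 (SE 0.07), PHGDH, the entry enzyme of serine synthesis, by 0.86 (SE 0.13) and ASNS, asparagine synthetase, by 0.73 (SE 0.06), while the transcription factor ATF5 rose by 0.43 (SE 0.06). SESN2 at 0.06 (SE 0.07) and ATF3 at 0.16 (SE 0.10) in the authors' deposited table were not called. In the unfolded protein response of the endoplasmic reticulum 1 of 15 genes was higher, 1 lower and 13 not called (0 and 1 adjusted over the list alone; median -0.06, cameraPR adjusted p = 0.513). The first was DNAJB9 at 0.22 (SE 0.09), a call lost when p-values of all genes were adjusted together (adjusted p = 0.0772), and the second XBP1 at -0.17 (SE 0.05), in the authors' deposited table, where CALR at -0.02 (SE 0.04) and HSP90B1 at -0.08 (SE 0.04) were not called.

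RNAs for the translation machinery changed little. Of 78 cytosolic ribosomal protein genes 8 were higher, 2 lower and 68 not called (3 and 0 adjusted over the list alone), with a median log2 fold change of 0.01 (cameraPR adjusted p = 0.413). RPL13A rose by 0.24 (SE 0.05), RPS26 by 0.26 (SE 0.07) and RPS27 by 0.24 (SE 0.08) in the authors' deposited table, and RPS2 at 0.12 (SE 0.05) and RPL10 at 0.09 (SE 0.05) were not called; these genes have many processed pseudogenes that can share their reads. Of 17 other genes with a 5' terminal oligopyrimidine (TOP) motif 6 were higher, 1 lower and 10 not called, the same adjusted over the list alone (median 0.12, cameraPR adjusted p = 0.0845), and the list passed on ranks (adjusted p = 0.00186). NPM1 rose by 0.18 (SE 0.05), EEF1B2 by 0.21 (SE 0.06) and EIF3K by 0.23 (SE 0.07), HNRNPA1 fell by 0.26 (SE 0.04), and EEF1A1 at 0.05 (SE 0.05) and PABPC1 at -0.01 (SE 0.05) were not called in the authors' deposited table. Of 20 ribosome biogenesis genes RRP12 alone rose, by 0.37 (SE 0.06) in the authors' deposited table, and 19 were not called, NCL at -0.09 (SE 0.05) and NOLC1 at 0.15 (SE 0.06) among them (1 and 0 adjusted over the list alone; median 0.11, cameraPR adjusted p = 0.189, and 0.0484 on ranks).

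**Figure D4:**
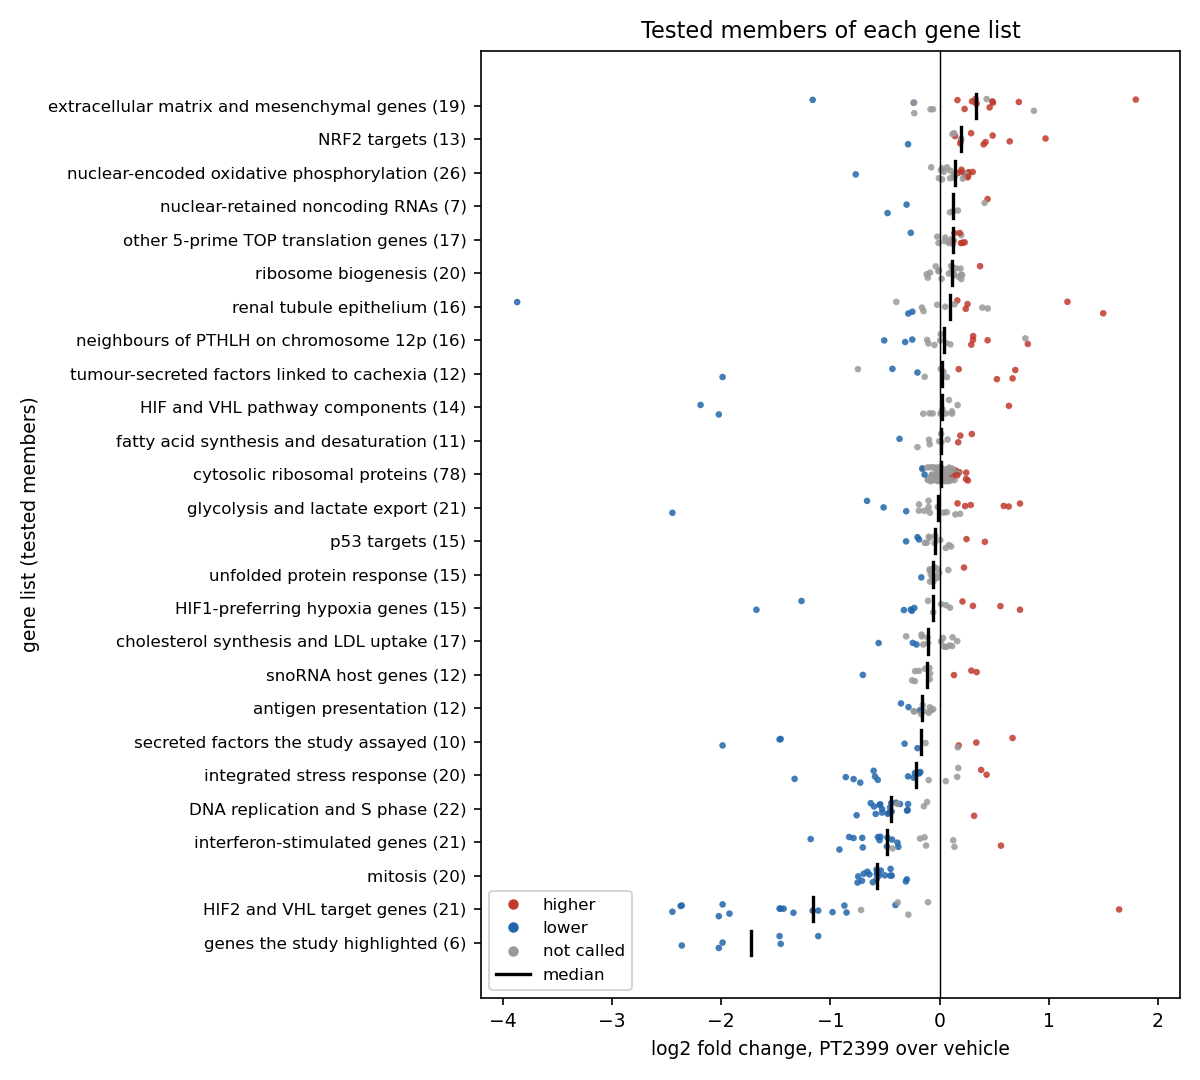
Log2 fold change of PT2399 over vehicle (horizontal axis) for the tested members of 26 gene lists (vertical axis, ordered by median, with the number of tested members in brackets). Points are genes, coloured by call, with a random vertical offset, and black bars are medians; the mitosis list lies wholly below 0 with a median of -0.57, and the ribosomal protein list is centred on 0.01.

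In oxidative phosphorylation SDHA was lower, while 9 genes of the list were higher and most were not called. Of 26 nuclear-encoded genes 9 were higher, 1 lower and 16 not called (12 and 1 adjusted over the list alone). The median was 0.14 and the cameraPR adjusted p was 0.0521. The list passed on ranks (adjusted p = 2.1e-04) and against random lists matched on mean count (adjusted p = 0.00809). It did not pass on the log2 fold change (adjusted p = 0.422) or at preset correlations of 0.05 (adjusted p = 0.180) and 0.1 (adjusted p = 0.326). SDHA, the flavoprotein subunit of complex II, fell by 0.77 (SE 0.06) in the authors' deposited table, whereas SDHD rose by 0.26 (SE 0.06), ATP5B, a subunit of ATP synthase, by 0.30 (SE 0.05) and NDUFB5, of complex I, by 0.24 (SE 0.06). SDHC at 0.13 (SE 0.06) and ATP5A1 at 0.10 (SE 0.05) in the authors' deposited table were not called. Of 17 genes of cholesterol synthesis and LDL uptake 3 were lower, none was higher in the Wald test and 14 were not called (2 lower and 0 higher adjusted over the list alone; median -0.11, cameraPR adjusted p = 0.457). INSIG1 fell by 0.56 (SE 0.07) and FDFT1 by 0.25 (SE 0.09) in the authors' deposited table, and SREBF2 at -0.11 (SE 0.08) was not called. Of 11 genes of fatty acid synthesis 3 were higher, 1 lower and 7 not called, the same adjusted over the list alone (median 0.01, mean 0.00, cameraPR adjusted p = 0.617). ME1 rose by 0.30 (SE 0.06), ACLY by 0.19 (SE 0.05) and ELOVL5 by 0.17 (SE 0.05), FADS2 fell by 0.37 (SE 0.08), and FASN at 0.07 (SE 0.07) and SCD at 0.01 (SE 0.05) in the authors' deposited table were not called.

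NRF2 targets rose and interferon-stimulated genes fell. Of 13 NRF2 targets, genes of the oxidative stress response, 9 were higher, 1 lower and 3 not called, the same adjusted over the list alone (median 0.20, cameraPR adjusted p = 5.5e-07). HMOX1, heme oxygenase 1, rose by 0.97 (SE 0.06) in the authors' deposited table, ABCC2 by 0.64 (SE 0.05) and AKR1B10 by 0.42 (SE 0.07), and SRXN1 at 0.12 (SE 0.06) and GCLC at 0.13 (SE 0.10) were not called. Of 21 interferon-stimulated genes 14 were lower, 1 higher and 6 not called, the same adjusted over the list alone (median -0.48, cameraPR adjusted p = 2.8e-04). OAS3, an antiviral oligoadenylate synthetase, fell by 0.54 (SE 0.06), IFIT1 by 0.70 (SE 0.11) and IFI44 by 0.71 (SE 0.11) in the authors' deposited table. DDX58 at -0.12 (SE 0.08) and BST2 at -0.14 (SE 0.10) in the authors' deposited table were not called. Of 12 antigen presentation genes 3 were lower, with HLA-B at -0.35 (SE 0.08) and HLA-E at -0.18 (SE 0.07) in the authors' deposited table, and 9 were not called, among them B2M at -0.06 (SE 0.05) and TAPBP at -0.10 (SE 0.05). HLA genes are close relatives that can share reads, and the list's call (3 lower and 0 higher adjusted over the list alone; median -0.16, cameraPR adjusted p = 0.0449) was lost at a preset correlation of 0.05 (adjusted p = 0.109), as was the call of HLA-E with p-values of all genes adjusted together (adjusted p = 0.0765).

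Genes of the extracellular matrix rose and renal tubule genes were divided. Of 19 tested matrix and mesenchymal genes 11 were higher, 2 lower and 6 not called (11 and 3 adjusted over the list alone; median 0.33, cameraPR adjusted p = 6.3e-05). Besides FN1, ACTA2 rose by 0.73 (SE 0.09) and THBS1, thrombospondin 1, by 0.48 (SE 0.04), LOXL2, a lysyl oxidase and HIF target, fell by 1.16 (SE 0.05), and VIM at -0.08 (SE 0.05) and TGFBI at -0.06 (SE 0.05) in the authors' deposited table were not called. Of 16 tested renal tubule genes 5 were higher, 3 lower and 8 not called, the same adjusted over the list alone. CDH6, kidney cadherin, rose by 1.50 (SE 0.05) in the authors' deposited table, CDH16, kidney-specific cadherin, by 1.17 (SE 0.17) and KRT8 by 0.26 (SE 0.05), and PAX8 at 0.05 (SE 0.06) and KRT18 at -0.15 (SE 0.09) were not called. The renal list's median was 0.09 and its mean -0.05, the latter set by LRP2 at -3.87 (SE 1.21), a gene close to the lowest tested abundance in the authors' deposited table, and its cameraPR adjusted p of 0.0194 in the higher direction rose to 0.0757 at a preset correlation of 0.05 and to 0.666 on ranks.

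Noncoding RNAs that stay in the nucleus were found in the pooled fractions, with mean counts that ranged widely. Such RNAs are not translated, so presence in these fractions does not by itself show that an RNA was on ribosomes. RN7SK and MALAT1 had the highest mean counts of the list, 484233 and 296547 normalized counts in the authors' deposited table. GAPDH had 177750 there and KCNQ1OT1 had 3763. Such counts are not corrected for transcript length, so they do not rank these RNAs by number of molecules. The longest transcripts have 328 bases for RN7SK, 10434 for MALAT1, 1720 for GAPDH and 91667 for KCNQ1OT1. Of 7 tested noncoding RNAs that stay in the nucleus, 1 was higher, 2 were lower and 4 were not called, the same adjusted over the list alone (median 0.12, mean 0.07, cameraPR adjusted p = 0.793 in the lower direction). KCNQ1OT1 fell by 0.48 (SE 0.08), NEAT1 fell by 0.30 (SE 0.07), RPPH1 rose by 0.44 (SE 0.16; adjusted p = 0.0578 with p-values of all genes adjusted together, so that call was lost), and MALAT1 at 0.12 (SE 0.08) and RN7SK at 0.09 (SE 0.14) in the authors' deposited table were not called. Of 12 small nucleolar RNA host genes 3 were higher, 1 lower and 8 not called, the same adjusted over the list alone (median -0.11, cameraPR adjusted p = 0.498). SNHG12 fell by 0.70 (SE 0.11), SNHG3 rose by 0.29 (SE 0.10), SNHG8 by 0.34 (SE 0.12) and SNHG16 by 0.13 (SE 0.05) in the authors' deposited table, and GAS5 at -0.09 (SE 0.05) and ZFAS1 at -0.09 (SE 0.07) were not called. The calls of SNHG8 and SNHG16 were lost with p-values of all genes adjusted together (adjusted p = 0.0592 and 0.0607). Among 13 immune cell markers CD68 alone was abundant enough to be tested, at 0.02 (SE 0.07) in the authors' deposited table, and it was not called; it is also expressed outside immune cells. None of 9 endothelial markers was abundant enough for an adjusted p in the authors' deposited table.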

Values the study reported

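The study sequenced polysomal RNA from OSRC-2 cells after 72 h of PT2399 and reported from it a significant fall of PTHLH at the level of translation. The 6 libraries used here hold no total RNA, so they cannot tell a change of translation from a change of RNA level. In run-on sequencing of the same line it reported reduced transcription of PTHLH within 2 h of PT2399. It further reported that PTHLH RNA responded to CRISPR knockout of EPAS1 and that HIF2 bound at the gene.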

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

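The list tests other than the preset correlation of 0.01, and the removal of the GC and length trend, were chosen after seeing the data; the others were fixed before. No paired analysis was possible because the table holds no values of single libraries. For the same reason other choices fixed before the data were seen, namely another tool, another normalization or filter on counts, a pseudocount, an estimated correlation, fry, and leaving out each library were not run, and no gene symbol was repeated, so merging rows gave no value. The count of called genes stayed within 1.5 times of 3594 at an adjusted p of 0.01 (2550), for protein-coding genes (3308), over all p-values (3116), and at a mean of at least 10 (3565) or 100 (3536). It fell to 320, 147 higher and 173 lower, with a log2 fold change of at least 1 in size, which removes small changes by construction. PTHLH kept its direction and call with all p-values adjusted together and at a mean of at least 10 or 100; with the GC and length trend removed it kept its direction, and no call was made. Over all p-values 98 of the 104 called named genes passed; DNAJB9, HLA-E, RPPH1, SNHG16 and SNHG8 were among those that did not, nor did IL6, which is outside that count.

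Of 12 called lists, 8 passed with the same direction in each setting run for them; the count of called lists was 12 on ranks, 9 on the log2 fold change, 10 at both other correlations, 10 against random lists and 8 without the genes the study singled out. Directions turned in these lists, all at adjusted p-values over 0.05 in the alternative, and the cause was not tested: on ranks, glycolysis (0.988), nuclear-retained RNAs (0.723) and HIF and VHL components (0.988); on the log2 fold change, nuclear-retained RNAs (0.740) and renal tubule genes (0.881); against random lists, cachexia factors (0.925), ribosomal proteins (0.856), fatty acid synthesis (0.959), nuclear-retained RNAs (0.314) and HIF and VHL components (0.987); without the genes the study singled out, the assayed secreted factors (0.391) and the cachexia factors (0.560). Among the 3347 tested genes with a mean of 15 to 100 normalized counts, the median absolute log2 fold change of called genes was 1.45.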

Other observations

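The tests in this part for scaling of the libraries and for an equal change of the chromosome 5 neighbourhood, and the GO terms described, were chosen after the results they bear on were seen, and the removal of the GC and length trend was added after the table was seen. Of 1796 GO terms, 141 passed a cameraPR adjusted p of 0.05, 101 in the lower and 40 in the higher direction. Histone genes led the lower terms. Of 70 tested genes of the nucleosome term 55 were lower, 1 was higher and the median log2 fold change was -0.53 (cameraPR adjusted p = 3.3e-16). In the authors' deposited table H1F0, a linker histone gene, fell by 0.78 (SE 0.07), HIST1H1D by 0.94 (SE 0.09), HIST1H2BD by 0.67 (SE 0.08) and HIST1H2BC by 0.57 (SE 0.07); clustered histone genes are near-identical copies, so the share of each is uncertain. Of 101 kinetochore genes 52 were lower and 2 higher (cameraPR adjusted p = 1.9e-08), with KNL1 at -0.70 (SE 0.07) and KNTC1 at -0.64 (SE 0.06) in the authors' deposited table.

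Some amino acid transporters fell. Of 19 genes of amino acid transmembrane transport 7 were lower, 3 higher and 9 not called (median -0.07, cameraPR adjusted p = 7.8e-05), and after SLC7A5 the clearest in the authors' deposited table were SLC38A1 at -0.59 (SE 0.04), SLC7A1 at -0.50 (SE 0.04) and SLC6A6 at -0.44 (SE 0.05). Among the higher terms, cell-matrix adhesion had 19 of 59 genes higher and 12 lower (median 0.08, cameraPR adjusted p = 0.00166). GO terms were not tested on ranks. How far FN1, VCAM1 and ITGB3 carried that call, or SLC7A5 the call of amino acid transmembrane transport, is therefore unknown. Endodermal cell differentiation had 11 of 22 higher and 3 lower (median 0.22, cameraPR adjusted p = 5.5e-05). Both hold FN1 and VTN, the latter encoding vitronectin, which rose by 1.75 (SE 0.18) in the authors' deposited table, and LAMB1 and LAMB3, subunits of laminins, moved apart in the latter term, at 0.32 (SE 0.05) and -0.49 (SE 0.06) in that authors' deposited table.

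PTHLH lies in a region of 12p, and a change of the whole region, an error in scaling or a sequence trend could each lower a gene with no action on the gene itself. The tables argue against the first and the last as the whole cause: the median log2 fold change of the 16 tested neighbours was 0.0359 (95% bootstrap bounds -0.10 to 0.31), and PTHLH stayed at -1.99 after removal of the GC and length trend. An error in scaling shifts all genes of a library alike, so it could not set PTHLH at -1.99 apart from its neighbours at 0.0359. The absolute size of the fall stays open to such an error. The median of 12219 genes with a mean of at least 100 (0.0104) is held near 0 by the size factors themselves. HIF2 inhibition, which the design varies, remains a candidate explanation. In this line the study also reported a strong response of PTHLH RNA to CRISPR knockout of EPAS1, and HIF2 binding at the gene. From these and other data, not analysed here, it concluded that PTHLH is apparently under direct control of HIF2. The study reported lower PTHLH in steady-state RNA of this line after PT2399; how much of the polysomal change that accounts for was not analysed here.

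EPAS1 fell with the targets of the protein it encodes. A change of the whole neighbourhood would have taken the genes within 2 Mb along, but 19 tested ones had a median log2 fold change of 0.0665 (95% bootstrap bounds -0.05 to 0.15). With the GC and length trend removed, EPAS1 remained at -2.15. A hypothesis is that HIF2 activity may sustain EPAS1 RNA in these cells; it was not tested here, and transcription of EPAS1 soon after PT2399 would bear on it.

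SDHA fell while SDHD and SDHB, the latter at 0.27 (SE 0.09) in the authors' deposited table, rose. A shift of reads to pseudogenes is argued against, since 3 SDHA pseudogenes together changed by -4.25% of the SDHA loss (95% bounds -7.86 to -0.68), and SDHA kept -0.75 after removal of the GC and length trend. An equal change of all genes around SDHA is argued against by 6 of 22 tested genes within 2 Mb (27.3%, exact 95% bounds 10.7 to 50.2). The intervals of those 6 exclude even 50% of the log2 change of SDHA. The 22 genes include the pseudogene SDHAP3 at -0.94 (SE 0.26), which is also among the 3 pseudogenes. Reads of SDHAP3 may be shared with SDHA, so it is not a fully separate neighbour. A wider tendency of the end of chromosome 5 to be lower cannot be told apart from a change of SDHA itself, because the neighbours' median was -0.39 with bootstrap bounds of -0.64 to -0.10, between the limits set in advance. LPCAT1 at -1.53 (SE 0.05) and CCDC127, right beside SDHA at lower coordinates, at -0.97 (SE 0.07) in the authors' deposited table were among the neighbours that fell.

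Other splits of the 6 libraries, which would show how many genes other groupings would call, were not possible without values of single libraries.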
